A study of Mus musculus with 15 samples. Its data were reported in "Deletion of the MAD2L1 spindle assembly checkpoint gene is tolerated in mouse models of acute T-cell lymphoma and hepatocellular carcinoma" (2017).

How the data were processed

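Genomic DNA of liver tissue was measured by array comparative genomic hybridisation, in which labelled DNA of a tissue and of a reference compete for 60-base probes on a slide. Per the labels, 15 arrays covered 8 tissues of 3 mice in which Albumin-Cre deletes floxed alleles of Mad2l1 (called Mad2 in the labels) and Trp53 (p53) in the liver. The tissues were 5 hepatocellular carcinomas (HCC) and 3 unaffected livers, 1 from each mouse. HCC 1, HCC 2 and unaffected liver 1 came from mouse 3151, HCC 3 and unaffected liver 2 from mouse 3760, and HCC 4, HCC 5 and unaffected liver 3 from mouse 4033. The labels number tumours within a mouse, and HCC 1 is tumour 2 and HCC 2 tumour 1 of mouse 3151, HCC 3 tumour 2 of mouse 3760, and HCC 4 tumour 2 and HCC 5 tumour 1 of mouse 4033. Mouse 3151 was a female of 16.4 months with 1 floxed Trp53 allele. Mice 3760 and 4033 were males of 13.8 and 13.9 months with 2 floxed Trp53 alleles. The reference was normal liver DNA of the other sex, wild type per the study. Both dye orientations were hybridised for 7 tissues and 1 orientation for HCC 3. Other tissues that the series text counts were not analysed here.

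Per the file headers, the authors scanned 4 slides on 2 days and made the processed signals with Agilent Feature Extraction 9.1.3.1. The intensity values of the scanner files, per the file headers, are background-subtracted with spatial and multiplicative detrending and dye-normalised within each array, with a surrogate in place of signals near background. The headers give the dye normalisation only as a code, so its method is not named here. The LogRatio values of those files are log10 of red over green. The deposited log10 ratios of the series matrix equalled LogRatio on forward arrays and its negative on dye-swap arrays at every non-control spot. All of its columns belonged to these arrays.

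From the processed intensities, log2 of tissue over reference was computed with the sign turned on dye-swap arrays. Control spots and spots with an outlier mark were left out, spots of one probe were averaged, and each array was centred on the median of its autosomal probes, with no loess. Both dye orientations of one DNA were averaged to 1 replicate. There were 42404 distinct probes, of which 40726 were autosomal, 1569 lay on chromosome X and 109 had no position on these chromosomes. Autosomal probes lay a median of 21.5 kb apart. The precision rests on the number of tissues. Median signal over background ranged from 3.78 to 6.88 in green and from 3.72 to 7.95 in red, and 0.191% to 2.31% of spots per array were not well above background. Positions are given as the files give them. The files do not name the genome build. Gene names are those of the array design, and of 19948 autosomal names 12824 matched a current symbol and 2278 an older symbol of the gene table for GRCm38.p6.

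The level of an autosome was the mean of its probes. A whole-chromosome event was a level of at least 0.3 in absolute value, and the aneuploidy score was the sum of absolute levels over 19 autosomes. Autosomes and probes were compared between 5 HCC and 3 unaffected livers with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. Single values were compared by an exact permutation test of the difference of means over 56 splits, two-sided. The smallest p these splits give is 0.0179. Segments were found by optimal partitioning of probes along each autosome, with a penalty of 3 times the squared noise times the natural log of the number of autosomal probes, at least 5 probes per segment, and noise from the median absolute deviation of neighbouring probe differences. A focal region was a segment holding less than one part in 2 of the probes of its chromosome whose mean lay at least 0.3 from the chromosome median. The similarity of tumours was the Pearson correlation over 19 autosomes of HCC minus the liver of the same mouse, tested one-sided by exact enumeration of 15 pairings, whose smallest p is 0.0667. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plots matplotlib 3.10.9.

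The genes named were fixed before the data were examined: Mad2l1, Trp53, Met and Myc. A further gene of the list of 5 is not reported here and still counts in the adjustment over the list. So were the rules for the rest: autosomes past 0.3 in at least 1 HCC or called by limma, the 10 focal regions of HCC minus own liver with the largest shift, and the 5 probes with the smallest adjusted p if any passed. Tissues of one animal pair the groups. Their probe deviations from the group means correlated with r from 0.13 to 0.29 within a mouse and from -0.21 to 0.087 between mice.

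The steps were tested on simulated data. With 3 of 19 autosomes shifted by 0.5 in 500 simulated sets, limma recovered 81.9% of them and 2.92% of calls were false. With 200 of 40726 probes shifted by -1 equally in every HCC, limma recovered 100% in 1 simulated set with normal noise. This does not give the power for shifts that differ between HCC. Inserted segments of 5 probes shifted by 0.5 were recovered in 100% of cases at the noise of unaffected liver 3 and in 2.63% at the noise of HCC 3.

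Alternatives fixed before the data were examined were normexp background correction with an offset of 50, the deposited log ratios, centring on all non-control probes or on the mode of autosomal probes, only probes well above background, forward arrays only, each tissue left out in turn, mouse or slide as a block, and other thresholds, segment rules, tests and baselines. The focal rule after the study was taken as runs of at least 2 neighbouring genes. Regressing out GC content, scan day as a block, noise made equal across tissues over 20 draws, and every alternative for the sex chromosomes were added after the data were seen.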

Results

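Per the labels, the mice studied were bred for deletion of Mad2l1, a spindle checkpoint gene, in the liver. To ask which chromosomes are gained and lost in their liver tumours, 5 HCC and 3 unaffected livers from 3 mice were compared. The measure was the log2 ratio of tissue over reference DNA. The 15 arrays carried 40726 autosomal probes. Levels of the 2 dye orientations correlated across autosomes, which are not independent replicates, with r of at least 0.997 in the 4 HCC that had both.

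The sex chromosomes were examined first, because tissue and reference were of opposite sex. The X log2 ratio was 0.88 in unaffected liver 1, from the female mouse, and -0.87 and -0.92 in unaffected livers 2 and 3, from the males. The mean absolute value was 0.89 for a difference of 1 copy. Normexp background correction moved it most, to 0.69. The single probe placed on Y gave -3.33 in unaffected liver 1, 2.11 in unaffected liver 2 and 2.54 in unaffected liver 3. Every HCC had the sign of its labelled sex on both chromosomes. The X log2 ratio was 0.30 in HCC 1, 0.35 in HCC 2, -1.09 in HCC 3, -1.30 in HCC 4 and -0.68 in HCC 5.

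The engineered genes were examined next. Mad2l1 was covered by 1 probe (Chr6, 66489958 to 66490017). Its log2 ratio was -1.22 in HCC 1, -0.71 in HCC 2, 0.08 in HCC 3, 0.53 in HCC 4 and 0.59 in HCC 5, against 0.01, 0.36 and 0.69 in unaffected livers 1 to 3. The mean was -0.15 ± 0.80 (SD, n = 5) in HCC and 0.35 ± 0.34 (SD, n = 3) in unaffected liver. The difference of -0.50 was within the spread between tissues (exact permutation p = 0.357). Albumin-Cre acts in unaffected liver too, so this comparison does not set deleted against intact tissue. All 5 HCC lay below the liver of their own mouse, by 0.10 to 1.24. Relative to the Chr6 median 4 of 5 did, and HCC 5 was at 0.91 against 0.67 in its liver. Leaving out 1 tissue at a time gave differences from -0.69 to -0.23. Within scan days the difference was -0.19 on day 1 and -0.48 on day 2.

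Trp53 was also covered by 1 probe (Chr11, 69397121 to 69397180). Its log2 ratio was -1.06 in HCC 1, -1.14 in HCC 2, -0.19 in HCC 3, -2.07 in HCC 4 and -2.03 in HCC 5, against -0.07, -0.88 and -0.72 in unaffected livers 1 to 3. The mean was -1.30 ± 0.78 (SD, n = 5) in HCC and -0.56 ± 0.43 (SD, n = 3) in unaffected liver, a difference of -0.74 (exact permutation p = 0.161). As for Mad2l1, this does not set deleted against intact tissue. It also pooled mouse 3151, with 1 floxed Trp53 allele, with mice that had 2. Relative to the chromosome median, 0.23% and 0.41% of autosomal probes lay as low in unaffected livers 2 and 3, against 33.1% in unaffected liver 1. The probe was below own liver in 4 of 5 HCC. In HCC 3, measured on 1 array, it was 0.69 above. The difference was -0.31 on scan day 1 and -1.36 on day 2.

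**Figure D1:**
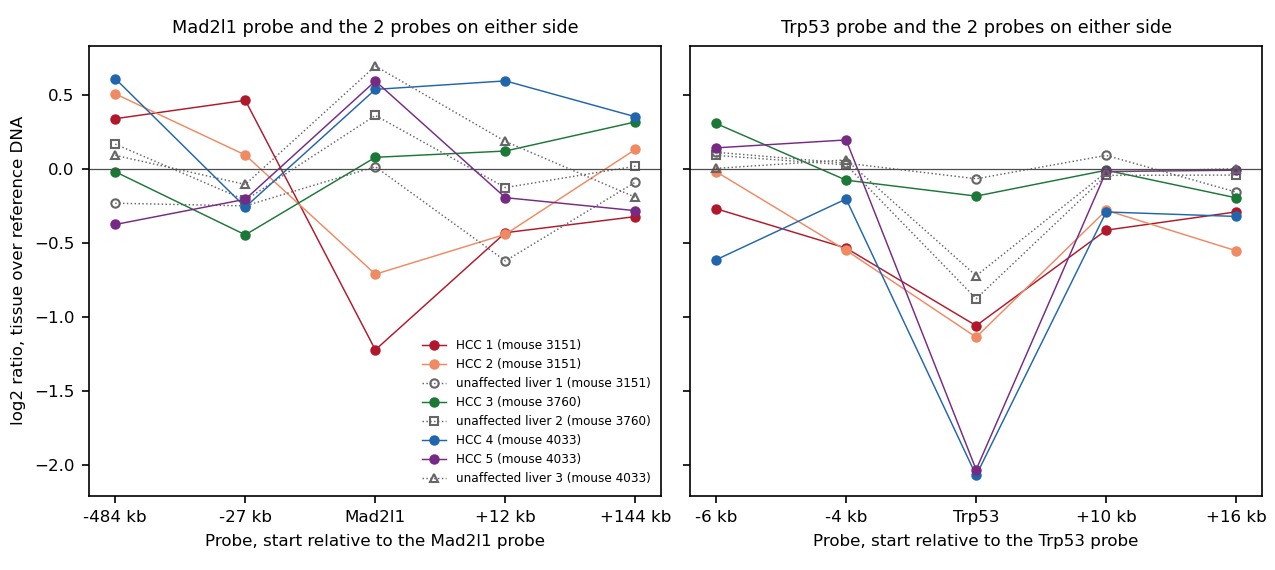
Log2 ratio of tissue over reference (vertical axis) at the Mad2l1 and Trp53 probes and 2 probes on either side (horizontal axis, evenly spaced, with distances in kb), with 1 line per tissue. The Trp53 probe reached -2.07 in HCC 4, while the Mad2l1 probe fell below -0.70 only in the 2 HCC of mouse 3151.

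Whole-chromosome events were counted at an absolute level of 0.3. HCC 1 to 5 had 8, 4, 3, 7 and 13 events, with a mean of 7.0 ± 3.94 (SD, n = 5) and a median of 7. The 3 unaffected livers had 0. The difference was larger than the spread between tissues (exact permutation p = 0.0357, 56 splits). The 35 events comprised 20 gains and 15 losses, and 24 of them lay on an autosome without a breakpoint. With own liver subtracted, HCC 1 to 5 had 7, 4, 0, 6 and 13 events (mean 6.0), so HCC 3 had none past 0.3. The count depended most on the threshold: at 0.5 the mean was 1.0 (exact permutation p = 0.125). With the tumours of one mouse averaged, the difference was 6.33 and no p below 0.25 can be reached with 3 mice. Within scan days it was 8.0 on day 1 and 6.33 on day 2, which had 1 unaffected liver, and 1 of the 4 slides held HCC alone.

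The aneuploidy score was 4.33 ± 0.97 (SD, n = 5) in HCC and 0.54 ± 0.31 (SD, n = 3) in unaffected liver. The lowest HCC, HCC 3, scored 3.26 and the highest unaffected liver 0.83. The difference of 3.79 had the smallest p that 56 splits give (exact permutation p = 0.0179). It was 4.15 on scan day 1 and 3.36 on day 2.

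Chr15 was the 1 autosome called between HCC and unaffected liver. Its level was 0.49 ± 0.16 (SD, n = 5) in HCC and 0.03 ± 0.04 (SD, n = 3) in unaffected liver, a difference of 0.46 (SE 0.12, limma adjusted p = 0.00775). It was above 0.3 in 5 of 5 HCC, from 0.33 in HCC 2 to 0.72 in HCC 4. With own liver subtracted HCC 3 was at 0.28 and the other HCC stayed above 0.3. In HCC 2 the segments along Chr15 were then at 0.21, 0.13 and 0.59, so only the last passed 0.3. The difference was 0.41 on scan day 1 and 0.52 on day 2. Over 20 alternatives the limma adjusted p ranged from 0.00167 to 0.102. Centring on the mode gave 0.41 (limma adjusted p = 0.0529). With unaffected liver 1, 2 or 3 left out it was 0.45, 0.49 and 0.45 and was not called (limma adjusted p = 0.102, 0.0576 and 0.0925), which leaves 2 livers for comparison.

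Chr18 was above all 3 unaffected livers in 5 of 5 HCC and past 0.3 in 4 (difference 0.27, limma adjusted p = 0.234). Chr3 was below -0.3 in 3 of 5 HCC (difference -0.25, limma adjusted p = 0.305). Chr16 was also above all unaffected livers in 5 of 5 HCC (difference 0.20, limma adjusted p = 0.361) and Chr7 below all in 5 of 5 (difference -0.18, limma adjusted p = 0.361). With centring on the mode Chr16 was above 0 in 3 HCC. None of these 4 passed the correction. Chr18 and Chr3 were called with HCC 2 left out, at 0.30 for Chr18 (limma adjusted p = 0.0176) and -0.33 for Chr3 (limma adjusted p = 0.0164), while over 20 alternatives the adjusted p reached 0.746 for both. Of the remaining autosomes, Chr12 and Chr6 were gained in 2 HCC and lost in 1, Chr14 was gained in 2, and Chr4, Chr13 and Chr17 were lost in 2. Chr1, Chr2, Chr5, Chr8 and Chr16 were gained in 1 HCC, and Chr7, Chr10, Chr11 and Chr19 were lost in 1. Chr9 was past 0.3 in none. The gains of HCC 5 on Chr1, Chr2, Chr5, Chr8 and Chr18 were under 0.3 with centring on the mode, which moved its baseline by 0.25.

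**Figure D2:**
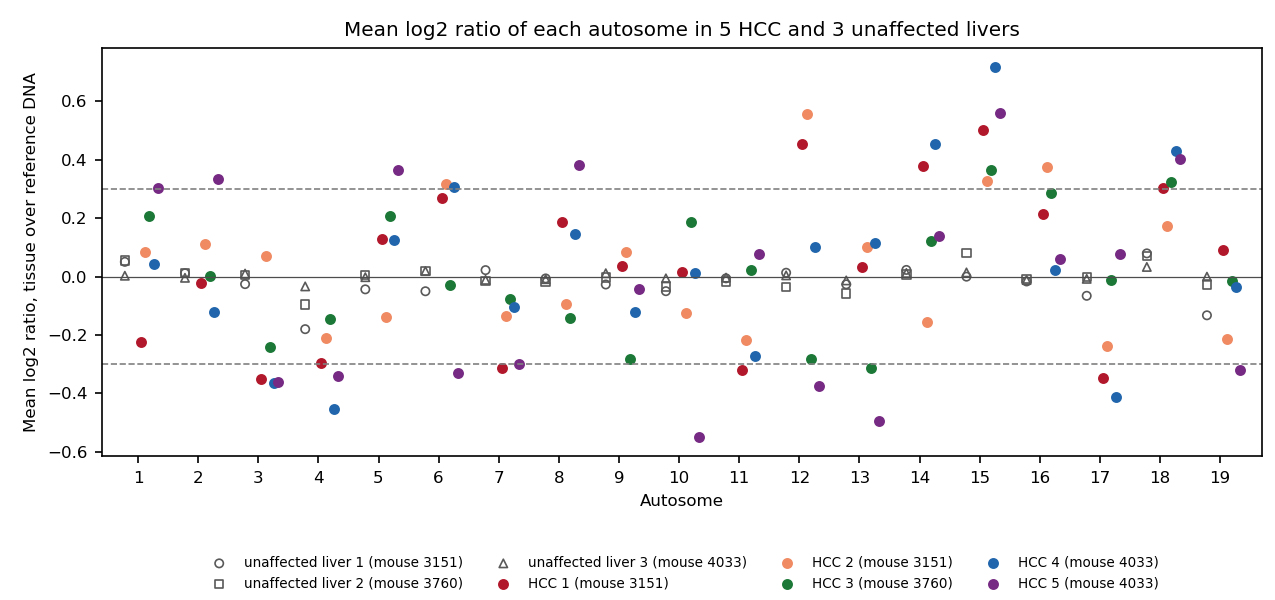
Mean log2 ratio of tissue over reference (vertical axis) for each autosome (horizontal axis), with filled points for 5 HCC, open symbols for 3 unaffected livers and dashed lines at 0.3 and -0.3. On Chr15 all 5 HCC lie above 0.3, while unaffected livers stay between -0.18 and 0.08 on every autosome.

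To look for recurrent differences finer than a chromosome, 40726 autosomal probes were compared. Limma called 0 probes after adjustment, and 3012 had an unadjusted p under 0.05.

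Focal regions were counted against the reference and against own liver. Against the reference, HCC 1 to 5 had 24, 33, 17, 20 and 75 regions, and unaffected livers 1 to 3 had 27, 63 and 97. The means were 33.8 ± 23.8 (SD, n = 5) and 62.3 ± 35.0 (SD, n = 3), and the difference of -28.5 was within the spread between tissues (exact permutation p = 0.304). It was -46.2 without unaffected liver 1, -11.2 without unaffected liver 3 and -6.6 on forward arrays. It was -34.0 on scan day 1 and -1.33 on day 2. The tissues formed separate groups by probe noise. HCC 5, unaffected liver 2 and unaffected liver 3 had a noise of 0.08 to 0.11 and 63 to 97 regions, and the other 5 tissues a noise of 0.17 to 0.20 and 17 to 33 regions. With noise made equal the means were 18.7 and 15.9 and the difference changed sign to 2.85 (exact permutation p = 0.25).

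**Figure D3:**
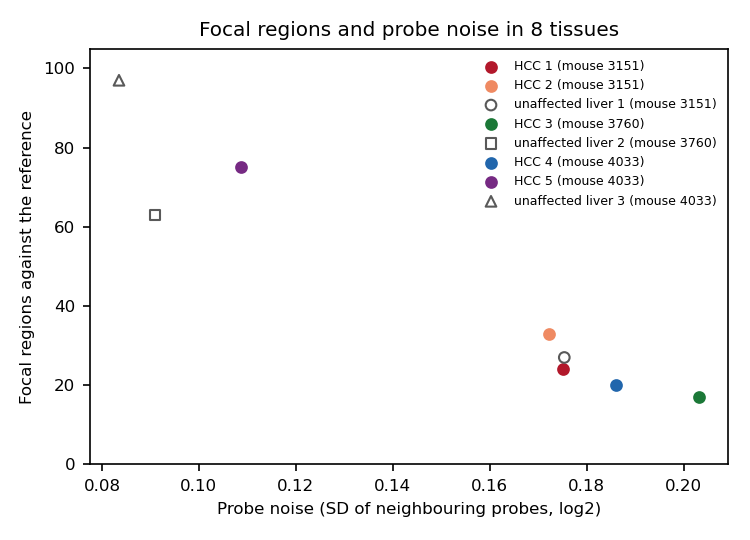
Number of focal regions against the reference (vertical axis) and probe noise in log2 units (horizontal axis) for 8 tissues, with filled points for HCC and open symbols for unaffected liver. The 3 tissues with the lowest noise have 63 to 97 regions.

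Tissues of one mouse shared a mean of 87.3% of these regions and tissues of different mice 27.5%. With own liver subtracted, 6 regions were found in 5 HCC (1.2 ± 1.10 per HCC, SD). Runs of neighbouring genes moved this mean most, to 198. The largest shift was in HCC 4 on Chr6 from 54212324 to 54527893 (9 probes, -0.54), a region annotated to Chn2, Fkbp14, Prr15, Scrn1 and 4 other names. Relative to the chromosome median it stood at 0.61 in unaffected liver 3, 0.53 in HCC 5 and 0.07 in HCC 4 against the reference. Its shift ranged from -0.70 to -0.22 over alternatives. The other 5 regions held 170 to 1029 probes each. They lay on Chr5 from 138684047 to 152452546 (0.49), Chr1 from 4336501 to 81741695 (0.30) and Chr15 from 82728343 to 103395462 (0.30) in HCC 2, on Chr13 from 98983461 to 120274738 (0.34) in HCC 5, and on Chr1 from 4336501 to 19224722 (0.32) in HCC 1.

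**Figure D4:**
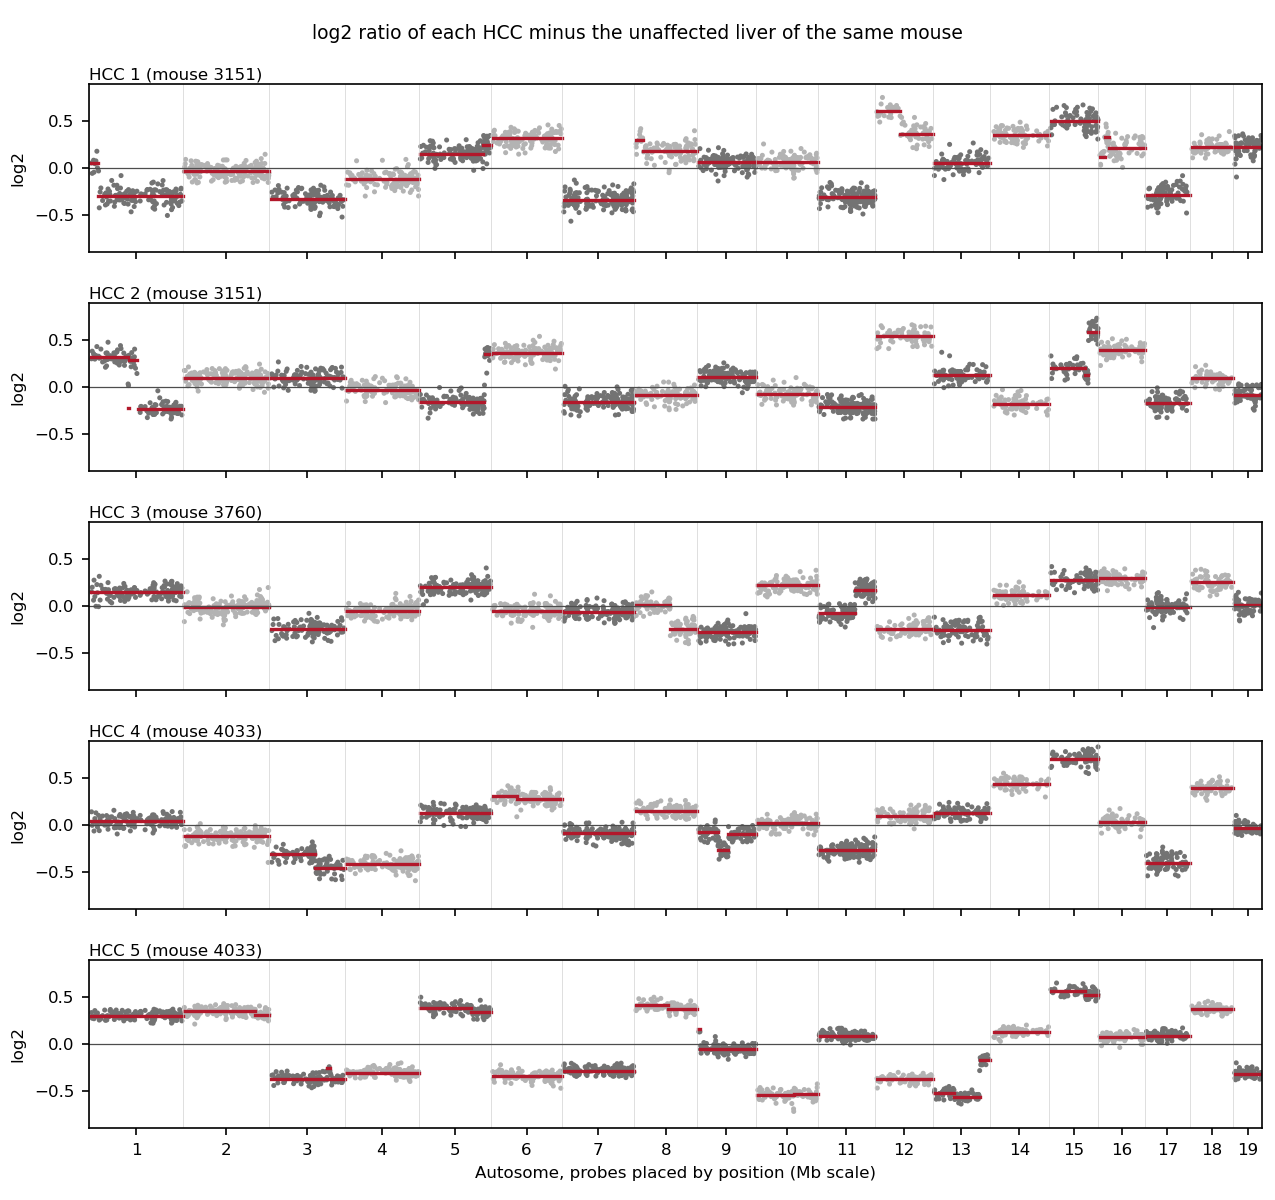
Log2 ratio of each HCC minus the unaffected liver of the same mouse (vertical axis) along 19 autosomes (horizontal axis), with points for means of 20 probes and lines for segments. Most lines span a whole autosome, and HCC 2 changes level within Chr1, Chr5 and Chr15.

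Met was covered by 3 probes on Chr6, whose mean was 0.17 ± 0.26 (SD, n = 5) in HCC and 0.02 ± 0.09 (SD, n = 3) in unaffected liver. Relative to the Chr6 median it was 0.04 in HCC and 0.01 in unaffected liver. Myc, on Chr15, differed by 0.57 (exact permutation p = 0.0893), and by 0.10 relative to its chromosome (exact permutation p = 0.536). Over alternatives the Myc difference ranged from 0.35 on forward arrays (exact permutation p = 0.304) to 0.72 without HCC 2 (exact permutation p = 0.0286), and with centring on the mode it was 0.52 (exact permutation p = 0.0357). In HCC 1 the Myc probe was at 0.008 on the forward array and 1.44 on the dye swap. For Trp53 and Myc the exact p was 0.402 adjusted over the list alone, which was the lowest among the genes fixed in advance, and limma called 0 of all probes tested.

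Whether tumours of one liver resemble each other was tested on HCC minus own liver. The mean r was 0.474 for the 2 pairs from one mouse and 0.292 for the 8 pairs from different mice. The difference was 0.182 (exact p = 0.267, one-sided, 15 pairings), in a test that cannot reach a p below 0.0667. Pairs from one mouse share a liver sample, and simulated tumours without change gave a difference of 0.637. That setting does not match these data, in which the aneuploidy score was 4.33 in HCC and 0.54 in liver. Simulated tumours with autosomes shuffled gave a difference of 0.007, with a 95th percentile of 0.326. The difference changed sign without HCC 2 (-0.038) and without unaffected liver 1 (-0.088).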

Values the study reported

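The study reported a median of 2 whole-chromosome gains or losses per HCC over its full set of tumours. It reported about 20 focal copy number variants per HCC.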

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

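In this part the tests of background, centring, dye, slide, scan day, reference and noise were chosen only after the results were seen. Over 30 measures examined in 5 HCC, 2 had a tissue far from the rest, and chance gives about 1 in 20.

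HCC 2 stood apart from the other HCC on Chr3, at 0.071 against values from -0.37 to -0.24. The gap to the next HCC was at least 0.28 under each alternative of signal, centring, dye and GC, which argues against those steps as the source of the higher value. How far apart it stood depended on them: the gap over the range was 0.711 against a limit of 0.71, and below the limit on forward arrays (0.644), with centring on all probes (0.67) and on the mode (0.516). HCC 1, on the same slide, was at -0.35, which argues against the slide. A difference between tumours may remain: HCC 2 and HCC 1 came from one mouse, so the genotype and age of the mouse do not separate them.

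HCC 5 had 75 focal regions against the reference, more than the other HCC. With noise made equal it had 22.0, still the highest but near the 16.6 to 20.9 of the other HCC, which is consistent with low probe noise as the source of the high count. No biological explanation was tested.

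Chr9 lay above own liver in both HCC of the female mouse (0.06 and 0.11) and below it in all 3 HCC of the male mice (-0.28, -0.13 and -0.05), a difference of 0.24 (exact permutation p = 0.2, two-sided, 10 splits). This was the 1 of 19 autosomes on which the sexes went opposite ways. With centring on the mode the lower HCC of the female mouse fell to -0.037 and the highest of the males to -0.18, so the opposite signs are consistent with an effect of centring. HCC 4, the 1 male HCC scanned on the day of the female mouse, was at -0.13, on the side of the males. With 1 such tissue, scan day cannot be told apart. The reference is shared by the tissues of a mouse, and unaffected liver 1 differed from the mean of the male livers by -0.031, the other way, which argues against reference DNA of the other sex. The female sex, 1 mouse and its Trp53 genotype coincide, and a difference by sex may equally be one of that mouse.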

How the results depend on the processing

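The tests with GC regressed out, scan day as a block, noise made equal and all those of the sex chromosomes were chosen only after the results were seen. Signal over background was 3.72 or more in each channel. The number of tissues limits the precision, and probe noise limits the focal regions.

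The probe count was 0 in all 20 alternatives, Mad2l1 and Trp53 kept their direction and stayed short of the threshold in 16 alternatives each, and Met stayed within its spread in 15. Centring on the mode moved the baseline of HCC 5 by 0.25 and of HCC 1 by 0.11. Relative to it the 5 HCC had 31 events, of which 12 (38.7%) were gains, against 20 of 35 (57.1%) with the median, and 27 of the 35 stayed past 0.3. HCC 5 then had 1 gain and 8 losses in place of 6 and 7. Chr15 stayed above 0.3 in 5 of 5 HCC, Chr18 in 2, and 0 autosomes were called. An exact permutation test per autosome also called 0. Its smallest p is 0.0179 before adjustment over 19 autosomes. With normexp there were 28 events, of which 67.9% were gains. Normexp lowered the mean absolute X of the livers to 0.69, and the cause was not tested.

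Events per HCC had a difference of 1.0 at a threshold of 0.5, by construction. With the replicate block by mouse, the differences were 6.33 for events and 3.61 for the score, no longer past the threshold since 3 mice give no p below 0.25, and -0.46 for Mad2l1, -0.56 for Trp53 and -31.3 for focal regions. The block in limma called 1 autosome and 0 probes, and changed no other call.

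Focal regions per HCC against own liver numbered 5.0 with a penalty of 2, 2.4 with segments of 3 probes and 198 by runs of neighbouring genes, rules that admit shorter regions. Against the reference, the difference between HCC and unaffected liver changed sign to 102 by runs of genes and to 2.85 with noise made equal. Runs went with probe noise: tissues with a noise of 0.17 to 0.20 had 74 to 279 runs and those with 0.08 to 0.11 had 14 to 54. Unaffected liver 1 was in the first group with 74 and HCC 5 in the second with 54. Runs were not recounted with noise made equal.

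Leaving out 1 tissue at a time gave 5.5 to 8.0 events, none past the threshold, and 0 to 3 called autosomes (3 without HCC 2, 0 without any 1 of the livers). The difference in similarity between pairs from one mouse and other pairs ranged from -0.088 to 0.474, reversed without unaffected liver 1 and without HCC 2. The cause was not tested. The score difference ranged from 3.42 to 4.06, and that in focal regions against the reference from -46.2 to -11.2. Myc passed its threshold without HCC 2 and with centring on the mode, and not in its 13 other alternatives.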

Other observations

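In this part every test was chosen only after the results were seen, except those of single-probe noise and of inherited regions in HCC 4.

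Chance cannot be excluded for the count of autosomes called: 10 of the 56 splits of the 8 tissues gave at least 1, the real split included. Some of the 10 set tumours apart, such as HCC 1, HCC 2 and HCC 4 with 4 called. Tumours differ in their gains and losses, so such splits are not free of real differences. The smallest p of all 56 splits was that of Chr15 in the real split. Of 18 splits that part the tissues of each mouse, 2 gave as many, 1 of them the real split, a number too small to decide. No probe was called in the real split, so the 56 splits cannot test that count. The split of mouse 3151 from the rest called 429 probes.

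HCC 1 and HCC 4, from different mice, had the highest correlation across autosomes of the 10 pairs (r = 0.792, Spearman's rho = 0.756). Autosomes are not independent replicates. Of 2000 sets with autosomes shuffled, 1 had a pair as high (permutation p = 0.001). Both passed 0.3 the same way on Chr3, Chr14, Chr15, Chr17 and Chr18. The Y probe of HCC 1 was 0.13 from its own liver, which argues against male DNA in it or an exchange. The Y probe of HCC 4 was at 1.54 and that of its own liver at 2.54, a drop that DNA of HCC 1 would give. Its X was lower too (-0.38), which such DNA would not give. Over 43 inherited regions that unaffected liver 1 lacks, HCC 4 followed unaffected liver 3 with a slope of 0.81 (0.68 to 0.93 over resampled regions), against 0.94 for HCC 5. That argues against the share near one part in 2 that the Y probe would need. The slope only just passed the limit of 0.8 set for it and its range ends below HCC 5, so a smaller share stays open. Unaffected liver 1 reached 0.080 on the shared autosomes, and HCC 2, scanned the same day, was at 0.071 on Chr3 and -0.15 on Chr14, which argues against slide and scan day. The correlation was 0.793 with GC regressed out and 0.75 without Chr15 and Chr18. A share of HCC 1 DNA alone would leave smaller levels in HCC 4 than in HCC 1. On the shared autosomes the mean absolute level was 0.38 in HCC 1 and 0.48 in HCC 4. That argues against such a share as the source of these shared levels. Similar selection in both tumours may explain the correlation, as a hypothesis.

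X lay below own liver in both HCC of the female mouse (-0.58 and -0.53). Male DNA would need a share of 72.3% and 67.6% and a Y rise of 2.91 and 2.83, and the largest rise was 0.13. Over signal, centring, dye and GC alternatives the drop nearest 0 was -0.33, larger than the dye difference of 0.25. Loss of X in part of the cells may remain. X also lay below own liver in HCC 3 (-0.22) and HCC 4 (-0.38), and above it in HCC 5 (0.24), which became -0.01 with centring on the mode.

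Tissues of one mouse shared a mean of 87.3% of focal regions, and the mean was also 87.3% for those on different slides. The 1 pair of tissues of different mice on one slide shared 34.2%. This is consistent with inherited variants against the reference, and argues against the slide.

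The Mad2l1 probe was lower than own liver by a mean of -0.98 in HCC 1 and HCC 2, and 0.123% of autosomal probes lay as far below, which argues against noise. The liver of that mouse was at 0.012, which argues against an inherited variant under the probe. Deletion in the tumours may explain it. In the other mice the probe stood above 0 in all 5 tissues.

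The Trp53 probe of HCC 3 was 0.69 above own liver. As far above lay 1.37% of autosomal probes, which is under the limit of 5% set for noise of 1 probe, on 1 array without a dye swap. A majority of cells with an intact allele could give it, but the lowest autosome of HCC 3 was at -0.31, between the -0.19 that the implied share of cells would give and the -0.59 that probe noise allows, so this cannot be told apart.

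The median number of events per HCC here was 7. That is higher than the value quoted from the study above. The study scored chromosomes with the same cut-off of 0.3 in either direction, so the threshold does not account for the gap. Within the present data the count moved with the threshold: the mean was 10.2 at 0.2 and 1.0 at 0.5. The value of the study is a median, so these means were not compared with it. Focal regions against the reference numbered a mean of 33.8 and a median of 24.0 per HCC here, 18.7 with noise made equal and 141 by runs of neighbouring genes. The value with noise made equal is lower than the one quoted from the study above, and the others are higher. With own liver subtracted they numbered 1.2 per HCC, 0.67 without unaffected liver 1 and 198 by runs of neighbouring genes. The value by runs is higher than the one quoted from the study above, and the others are lower.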
